A study of Gallus gallus with 42 samples. Its data were reported in "Multi-tissue transcriptomic study reveals the main role of liver in the chicken adaptive response to a switch in dietary energy source through the transcriptional regulation of lipogenesis" (2018).

How the data were processed

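Peripheral blood mononuclear cells (PBMC), the lymphocytes, monocytes and, in birds, nucleated thrombocytes that a density gradient separates from whole blood, were profiled in male meat-type chickens on single-colour Agilent oligonucleotide arrays, with one bird per array. Per the labels, the birds received one of the experimental diets from 21 to 63 days of age. The LF diet was rich in starch and poor in fiber and lipid, and the HF diet was poor in starch and rich in fiber and lipid. Both diets supplied 12.54 MJ of metabolisable energy and 190 g of crude protein per kg. Diet was taken from the labels, which gave 22 HF and 20 LF birds. The study also compared fat and lean lines, but the labels used here do not assign a line to each bird, so line and its interaction with diet were not analysed here. Birds are named by diet and by the number that opens their label.

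The deposited scanner files hold one fluorescence intensity per spot, read by the authors with Agilent Feature Extraction 10.7.3.1 after labelling 150 ng of total RNA with Cy3. The processed intensity in these files is already corrected for background by that software and is on a linear scale that has not been scaled between arrays. The matrix deposited by the authors holds log2 intensities centred on the median of each array, and it served only as an alternative. All 42 of its columns were matched to a bird by name. Probe coordinates, per the file headers, are those of the galGal3 build and are given as the files state them. No genome sequence of that build was used here, so whether a probe lies in an exon, an intron or a UTR was not annotated.

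Spots of the same probe were averaged on the log2 scale, which turned 61350 spots into 60539 probes. Spots with the non-uniformity flag were treated as missing. Gene names came from the name column of the scanner files, from the probe names, and from RefSeq accessions matched to a table of chicken genes, and 36512 probes carried one of 14251 gene names. Of these, 951 were named through a RefSeq accession and 5139 through a gene number inside the probe name. The 24027 remaining probes kept the identifier of the array design. A probe was called expressed when its spots were uniform, not marked by hand and well above background on at least 80% of the arrays of at least one diet, which follows the spot criteria of the study with diet as the only condition. The log2 values were then centred on the median of the expressed probes of each array.

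The diets were compared probe by probe with limma 3.58.1 in R 4.3.3, as HF minus LF with no covariates, on all 42 arrays. P-values were adjusted over the expressed probes by the Benjamini-Hochberg procedure. A probe passed the threshold at an adjusted p under 0.05 and a fold of at least 1.2. The mean of the expressed CPT1A probes was compared with a two-sided permutation test of 100000 resamples, for which 1e-05 is the smallest p-value that can be given. With covariates, the residuals of the model without diet were permuted. Gene lists were tested on gene values, the mean of the expressed probes of each gene, with camera at an inter-gene correlation of 0.01, with fry and an estimated correlation as alternatives. The 4 lists were hepatic lipogenesis and glucose use (24 genes), hepatic transcription regulators (17 genes), fatty acid oxidation (24 genes) and fatty acid response (15 genes). The first pair holds genes that the study discusses for liver, and CPT1A is on none of the 4. The fatty acid response list shares 7 of its genes with other lists. A further 6 lists of marker genes for T cells, B cells, monocytes, thrombocytes, erythrocytes and heterophils served to check cell composition. Principal components were computed on the centred values of expressed probes without missing values.

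The groups, the threshold, the gene lists, the design of each test and 68 alternatives to the diet comparison were chosen before the data were examined, and 3 further alternatives were added afterwards, with 1 more for the gene lists. The text names CPT1A, genes of the lists and, because fewer than 10 probes passed the threshold, the 10 expressed probes with the smallest p-values. The alternatives changed the centring, the background correction, the filter on dim probes, the fold minimum, the variance model, array weights, blocks for the replicate number, slide or scan day, covariates for array position, and principal components of the residuals. Each slide and each bird was also left out in turn. Scripts used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

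The precision was set by the number of arrays and the spread between birds. The median 95% confidence interval of a probe extended 0.30 on the log2 scale to either side of its estimate, a fold of 1.23. The comparison was tested on simulated data in which 200 of 42344 probes were changed. With the residuals of the real birds shuffled between them, 86 of 100 probes changed by 1 on the log2 scale and 29 of 100 changed by 0.5 were recovered, with 0 false calls. With independent noise, 85 and 36 of 100 were recovered, with 5 false calls. The list test was tested on simulated data of 10983 genes with independent noise and 10 lists of 20 genes. The list shifted by 0.3 was called and 0 of the others were. Genes of a real list can vary together, so this does not give the rate of false calls in the real birds. Among 100 splits of these birds, 68 gave a marker list with an adjusted p by camera as small as that between diets.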

Results

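The comparison asked whether replacing dietary starch with fat and fiber changed gene expression in circulating blood cells. The data comprised 42 arrays of PBMC RNA, 22 from birds fed the HF diet and 20 from birds fed the LF diet. The arrays lay on 6 slides scanned on 2 days, and each slide carried both diets. The share of spots well above background ranged from 66.3% to 81.1% per array and averaged 74.6% ± 3.26 (SD, n = 22) in HF and 74.7% ± 4.14 (SD, n = 20) in LF, a difference smaller than the spread between birds (p = 0.919, two-sided permutation test). The log2 median signal of an array was 6.69 ± 0.41 (SD, n = 22) in HF and 6.67 ± 0.59 (SD, n = 20) in LF (p = 0.857, two-sided permutation test). Spots with the non-uniformity flag made up 0.0143% ± 0.0144 (SD, n = 22) of spots in HF and 0.00645% ± 0.00514 (SD, n = 20) in LF (p = 0.0235, two-sided permutation test). No pair of arrays held the same values. The highest correlation between arrays across probes was 0.988, for HF bird 11 and LF bird 8, and the median was 0.964.

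Of the 60539 probes on the array, 42517 were expressed in PBMC, and 27249 of these carried one of 10992 gene names. Requiring a probe to be well above background on all 42 arrays gave 34651 expressed probes.

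Between diets, 7 of the 42517 expressed probes passed the threshold in limma, 7 of them higher in HF and 0 lower. Of these 7 probes, 5 were CPT1A probes and 2 had no gene name. CPT1A was the 1 gene past the threshold. At an unadjusted p under 0.05 there were 574 probes, 239 higher and 335 lower in HF, against 2126 for independent probes with no difference. This unadjusted count depended on the processing, at 171 without centring and 2836 with array weights. It was larger still with principal components of the residuals as covariates, at 5678 with 3 components and 9982 with 10. The smallest adjusted p outside the 7 probes was 0.531. The alternative that moved the count most among those chosen beforehand was the use of 3 principal components of the residuals as covariates, which gave 154 probes in 78 genes, 127 higher and 27 lower in HF. The intervals of the comparison bound what other probes can have done. For 83.5% of expressed probes the 95% confidence interval of the diet difference lay within 1.5-fold in either direction, and for 98.3% it lay within 2-fold.

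**Figure D1:**
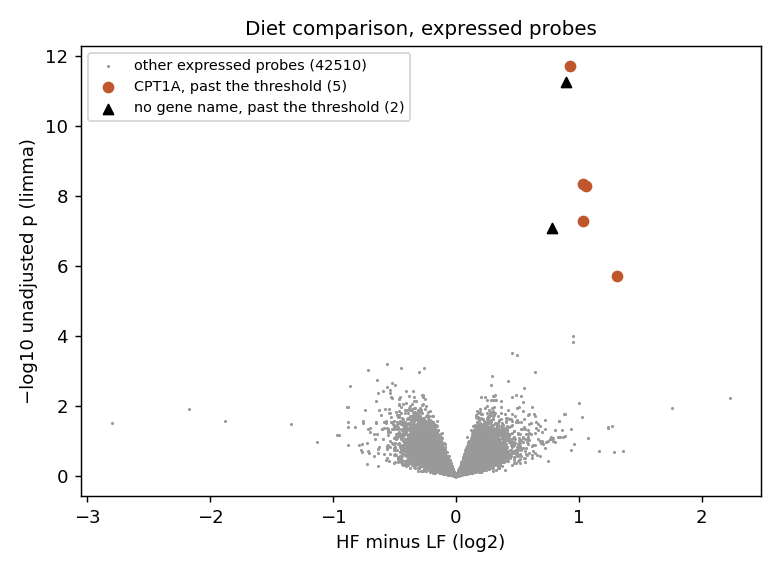
Diet difference of each expressed probe (x axis, HF minus LF on the log2 scale) against its unadjusted limma p-value (y axis, −log10). The 5 CPT1A probes past the threshold are filled circles, the 2 probes without a gene name are triangles and the other expressed probes are grey points. All 7 probes past the threshold lie on the right, above the rest.

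CPT1A encodes carnitine palmitoyltransferase 1A, the enzyme that links long-chain fatty acids to carnitine for their transfer into mitochondria. The array carries 7 probes named CPT1A, and all 7 were expressed. The probe with the smallest p-value was A_87_P058446, designed on NM_001012898 and placed on chromosome 5 from 17858815 to 17858874 in galGal3, with the sequence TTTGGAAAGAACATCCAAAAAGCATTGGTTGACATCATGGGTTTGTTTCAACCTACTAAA. Its centred log2 intensity was 1.27 ± 0.23 (SD, n = 22) in HF and 0.35 ± 0.35 (SD, n = 20) in LF. The fold was 1.90 (95% confidence interval 1.66 to 2.17), with an adjusted p of 8.66e-08 in limma, and 21 of 22 HF birds lay above every LF bird. The probe A_87_P084246, on chromosome 5 from 17858306 to 17858365, had a fold of 2.09 (1.70 to 2.57; adjusted p 5.71e-05), with 11 of 22 HF birds above every LF bird. The probe lip_CPT1A holds an identical sequence over all 60 bases, so that its fold of 2.04 (1.68 to 2.49; adjusted p 5.71e-05) is a repeat of that measurement. The probe A_87_P116453, whose coordinates run from 17865201 to 17866046 on chromosome 5, had a fold of 2.05 (1.64 to 2.56; adjusted p 4.60e-04), again with 11 of 22 HF birds above every LF bird. At each of these 4 probes all 22 HF birds lay above the LF median. The probe A_87_P022532 (BX934572), from 17872725 to 17872784, was the dimmest of the 5, well above background on 22 HF arrays and 16 LF arrays, and its fold of 2.48 (1.77 to 3.46; adjusted p 0.0121), with 20 of 22 HF birds above the LF median, was the least precise. Its call was lost under several alternatives, among them the replicate block and normexp background correction. With normexp its difference fell to 0.43 on the log2 scale.

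The 2 remaining CPT1A probes, A_87_P150368 and A_87_P128983, both designed on DQ314726 and without coordinates in the files, did not differ between diets. Their differences were -0.11 and -0.22 on the log2 scale, each with an adjusted p of 1.00 in limma, and both probes were well above background on all 42 arrays. For A_87_P150368 the sign turned to 0.01 with array weights. Within the array design, the probes named CPT1A thus disagreed. Whether these 2 probes read the CPT1A transcript was not established here.

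Averaged over all 7 probes named CPT1A, the value was 0.58 ± 0.26 (SD, n = 22) in HF and -0.14 ± 0.28 (SD, n = 20) in LF. The difference of 0.72 on the log2 scale, a fold of 1.65, had a p of 1e-05 in the two-sided permutation test, the smallest it can give, and 19 of 22 HF birds lay above every LF bird. Over the 5 probes past the threshold the values were 1.24 ± 0.29 (SD, n = 22) in HF and 0.16 ± 0.42 (SD, n = 20) in LF, a fold of 2.10 with 20 of 22 HF birds above every LF bird. These 5 probes were selected by the same comparison. The mean of the other 2 probes was -1.06 ± 0.33 (SD, n = 22) in HF and -0.90 ± 0.45 (SD, n = 20) in LF, a difference within the spread between birds (p = 0.188, two-sided permutation test).

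**Figure D2:**
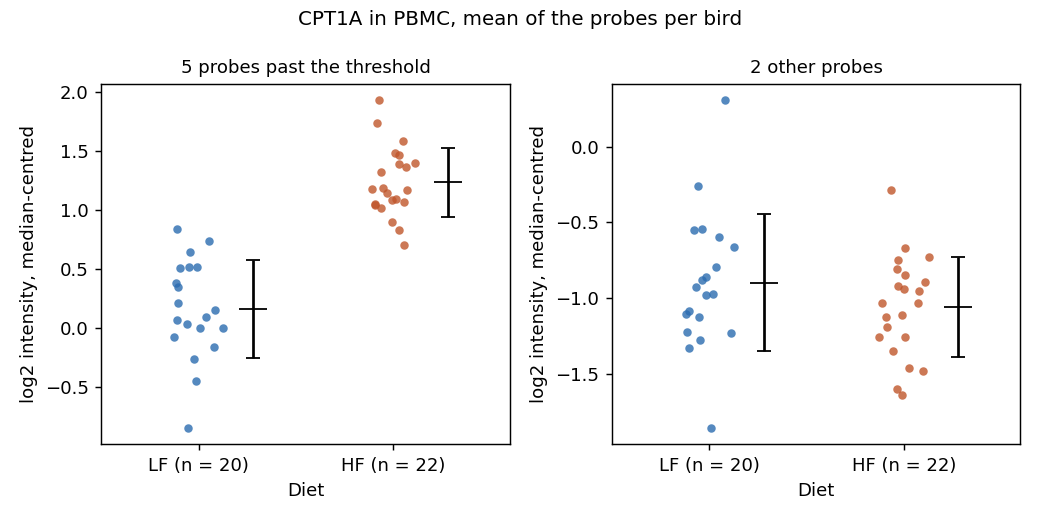
Centred log2 intensity of CPT1A (y axis) by diet (x axis), as the mean over the 5 probes past the threshold (left) and over the 2 other probes (right). Each point is a bird, and the bars beside the points give the mean ± SD of 20 LF and 22 HF birds. On the left 20 of 22 HF birds lie above every LF bird, and on the right the diets overlap.

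Diet was almost aligned with the position of the arrays on their slides. HF samples lay in odd array columns for 21 of 22 birds, and LF samples in even columns for 19 of 20. With odd or even column as a covariate, an alternative added after the data were seen, the CPT1A difference was 0.46 (p = 0.0167, two-sided permutation test) over the 7 probes and 0.72 (p = 0.0103, two-sided permutation test) over the 5 probes, while limma called 0 probes, with 463 at an unadjusted p under 0.05. That fit separates diet from column through 2 birds on the same slide, LF bird 7 with a 5-probe mean of 0.51 and HF bird 13 with 0.84. The 10 spike-in controls are added to every sample at fixed amounts. They did not differ between diets, with a smallest adjusted p of 0.804 (two-sided permutation tests). Their mean log2 value after centring was 1.53 ± 0.52 (SD, n = 22) in HF and 1.62 ± 0.81 (SD, n = 20) in LF. The dimmest of them, with median signals of 4.35 and 3.73, carry little information.

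Both probes without a gene name that passed the threshold were tied to CPT1A by sequence or position. The probe seq_RIGG13709 had a fold of 1.87 (1.63 to 2.13; adjusted p 1.18e-07) and shares 45 of its 60 bases in one stretch with A_87_P058446. The probe A_87_P014939 (CR389257) lies on chromosome 5 from 17857498 to 17857553 in galGal3 and had a fold of 1.72 (1.45 to 2.04; adjusted p 5.88e-04). At both, all 22 HF birds lay above the LF median. Within 100 kb on either side of the changed probes that carry coordinates, 7 other expressed probes belonged to PPP6R3 and FADS1. Their differences ranged from -0.06 to 0.17 on the log2 scale, and the smallest of their unadjusted p-values was 0.201.

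**Figure D3:**
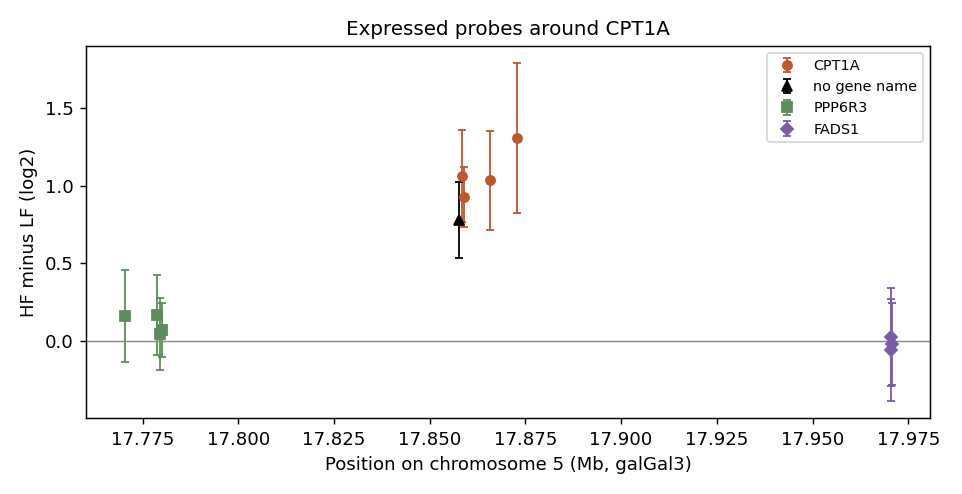
Diet difference (y axis, HF minus LF on the log2 scale, with 95% confidence intervals) of the 12 expressed probes within 100 kb of the changed probes, by position on chromosome 5 (x axis, Mb in galGal3). The 4 CPT1A probes with coordinates and the probe without a gene name lie above 0 with their whole intervals, and the intervals of the PPP6R3 and FADS1 probes include 0.

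Beyond these 7 probes, the next p-values belonged to ATP6V0D2, which encodes a subunit of the vacuolar proton pump. Its probes A_87_P035928 and A_87_P193358, on chromosome 2 from 127775949 to 127776008 and from 127775883 to 127775942, were both higher in HF by 0.95 on the log2 scale, with 20 and 19 of 22 HF birds above the LF median. Neither passed the correction in limma (adjusted p 0.531 and 0.700). Both were dim, the second being well above background on 19 HF arrays and 11 LF arrays. The probe A_87_P010585 (CV856945), on chromosome 2 from 129146382 to 129146441, was higher in HF by 0.45, with 20 of 22 HF birds above the LF median and an adjusted p of 1.00.

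None of the 4 gene lists differed between diets, with adjusted p-values of 0.976 by camera for each list, and fry and an estimated correlation called none either. The mean difference was -0.03 over 21 expressed genes of hepatic lipogenesis and glucose use, -0.03 over 13 hepatic transcription regulators, 0.01 over 19 genes of fatty acid oxidation and -0.01 over 11 genes of fatty acid response. For the last list the median was 0.00 and of the opposite sign to the mean. In limma 0 genes of these lists passed an adjusted p of 0.05, whether over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 2, DECR1, higher in HF by 0.26 on the log2 scale (p = 0.0183; 0.348 adjusted over the list alone), and ACSBG2, lower in HF at -0.27 (p = 0.0185; 0.389 adjusted over the list alone). Among the 6 lists of cell markers, the B cell list was lower in HF by camera, at a mean of -0.13 over 9 genes, 1 of them higher, and an adjusted p of 0.0492. That call did not hold with fry (adjusted p 0.899) or with an estimated correlation (0.922). With each bird left out in turn it held in 16 of 42 fits, and without LF bird 1 the mean was -0.07 (adjusted p 0.0656). The other means were -0.01 for T cells, -0.01 for monocytes, -0.09 for thrombocytes, 0.10 for erythrocytes and 0.00 for heterophils, with adjusted p-values by camera of 0.330 or more. For monocytes the median, 0.05, had the opposite sign to the mean, and for heterophils the mean was above 0 while camera ranked the list lower.

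The first principal component held 38.4% of the variance of expressed probes, the second 12.2% and the third 6.88%. Diet separated neither the first (p = 0.923, two-sided permutation test) nor the second (p = 0.126, two-sided permutation test). Across the 42 arrays the first component followed the log2 median signal of the array, with a Pearson r of -0.856 and a Spearman rho of -0.747, each with a permutation p of 1e-05, the smallest the test can give. This was the only relation of its family that was computed. Without the 2 arrays farthest from the median signal r was -0.788. It was -0.869 within HF and -0.853 within LF, and ranged from -0.983 to -0.356 within the 5 slides that held at least 6 arrays. On the second component LF bird 1 lay at 0.93 and the other 41 birds between -0.16 and 0.11. Leaving this bird out left the count past the threshold at 7 probes and lowered the count at an unadjusted p under 0.05 from 574 to 376.

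**Figure D4:**
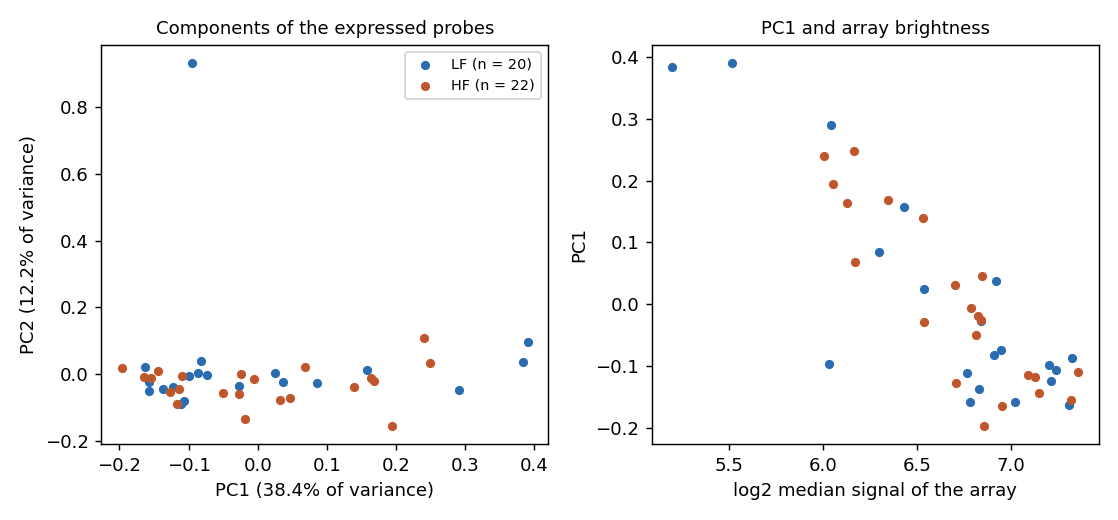
First and second principal components of the expressed probes (left, unitless) and the first component against the log2 median signal of each array (right). Each point is a bird, 20 LF and 22 HF. LF bird 1 stands alone at 0.93 on the second component, and the first component falls as arrays get brighter (r = -0.856).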

Values the study reported

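For PBMC, the study obtained 44 arrays and analysed 42 of them after removing outliers. It counted 11,381 expressed genes in these cells and reported 6192 genes that differed between the fat and lean lines. For diet it named CPT1A as the single differing gene in PBMC, with HF to LF ratios close to 2 at 5 probes. Its RT-qPCR assay gave a ratio of 1.67 for CPT1A in PBMC, at p = 0.0003.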

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

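The alternatives with 10 residual components, 3 components of the values and odd or even array column, and the list tests without LF bird 1, were chosen after the data were seen. Apart from the fits with 3 or 10 residual components and that with odd or even column, the other 68 alternatives gave 4 to 7 probes past the threshold, and 0 of them called a probe outside the 7. CPT1A, as the mean of its expressed probes, was higher in HF in all 71 alternatives, by 0.46 to 0.76 on the log2 scale, with a p of 1e-05 in every alternative chosen beforehand. Leaving out each bird in turn gave 7 probes each time, and a CPT1A difference of 0.69 to 0.74.

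Without slide 4 the count fell to 4 probes, all among the 7, a fit with fewer birds. With odd or even array column as a covariate it was 0 probes and 0 genes, because 40 of the 42 arrays hold the diet that goes with their column. With 3 residual components as covariates it rose to 154 probes and 78 genes, and with 10 to 687 probes and 328 genes. Components of residuals from which diet has been removed are orthogonal to diet by construction, so they shrink the residual variance without touching the estimate. Each of 100 splits of the birds, the real one and 99 drawn at random, was given its own components. With 3 components 72 of the 100 splits gave as many probes as the diets, and with 10 components 82 did. The drawn splits were not balanced for line, whereas the study gave each diet to both lines. Line differences can therefore add calls to a drawn split, so this comparison does not settle whether the added calls are chance. Chance cannot be excluded for them, and the 7 probes alone are reported. Components of the values themselves, from which diet had not been removed, gave 7 probes.

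The numbers in the labels are shared by both diets for 11 numbers. As a check of pairing, the deviations of same-numbered HF and LF birds from their diet means correlated between -0.25 and 0.68, above 0.1 for 8 of the 11 and below -0.1 for 2. Their mean, 0.26, exceeded that of other pairings, -0.02 (permutation p 0.0047), so that part of the numbers may mark related birds. However, birds of the same number often lay on the same slide, and slide was not removed. The check therefore cannot tell relatedness from slide. With pairs of either sign, the numbers were not taken to pair the birds. With the replicate block the count was 6 probes in 1 gene, and the CPT1A difference stayed past its threshold. The list heterophil, near 0 and not called, turned to -0.049 with the replicate block and to -0.00901 with a slide block.

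The B cell list kept its direction and lost its call with fry (-0.13), an estimated correlation (-0.13), the most variable probe per gene (-0.16) and a slide block (-0.13). It kept its call with the replicate block (-0.15, adjusted p 0.0304) and with scaling to the 75th percentile (-0.12, adjusted p 0.0425). Without LF bird 1 the call was lost at -0.0708. In that fit the lists near 0 for T cells (0.0166), monocytes (0.0238) and fatty acid response (0.0147) changed sign, with no call either way. The list fatty_acid_oxidation (fatty acid oxidation), not called in any fit, turned to -0.00904 with the most variable probe per gene, and the cause was not tested. Its sign also depended on single birds. With each bird left out in turn its mean ranged from -0.0167, without LF bird 18, to 0.0322, without LF bird 1. The probe A_87_P150368 turned to 0.015 with array weights, with no call either way. Of the other results for single probes 823 kept their side of the threshold, 18 lost it and 6 gained it. Of the losses 10 concerned A_87_P022532, the dimmest of the changed probes, and all 6 gains came with the residual components. The principal components stayed unrelated to diet.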

Other observations

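The tests of array column, of signal near background, of the probes without a gene name, of brightness, slide, sex and GC content for LF bird 1, and of all explanations for probes with separate levels were chosen after the patterns were seen. The splits of the birds, brightness and cell composition for CPT1A, the correlation of the CPT1A probes and the mix of blood cells were fixed before their results were seen.

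The diet calls were set against 100 splits of the 42 birds into groups of 22 and 20. As many probes past the threshold were found in 2 of the 100 splits, the real one included, and as many genes likewise in 2. Counts this high were thus rare, but this number of splits does not exclude chance, and the count ignores which probes pass. Drawn splits part diet from array column as well, so this count does not bear on array position. They were also not balanced for line, so they can hold line differences that the diets do not share. The drawn split with as many calls was one in which 10361 probes passed, which shows how strongly the birds differ in ways that diet does not follow. The unadjusted count of 574 probes under a p of 0.05, below the nominal 2126, was matched or undercut by 24 of the 100 splits, with a median of 1074 in the drawn splits, so a low count is no evidence of its own. A marker list with an adjusted p as small as that of the B cells appeared in 68 of the 100 splits, and chance cannot be excluded for it.

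The CPT1A difference of 0.72 was weighed against technical causes. With the log2 median signal of each array as a covariate it was 0.73, and with the means of the 6 marker lists 0.70, both at a p of 1e-05, the smallest the permutation test can give. Neither array brightness nor a shift among these 6 cell types accounts for it, although a change within a cell type stays open. With odd or even array column as a covariate it was 0.46. Array column and diet cannot be told apart on these slides except through 2 birds, so part of the difference may come from array position. The spike-in controls did not differ between diets, and the 7 probes past the threshold belong to one locus, but neither observation measures a position effect on CPT1A. With array column number as a covariate 6 of the 7 probes passed the threshold, and with array row and column pair all 7 did. Neither of these covariates sets odd against even columns. The RT-qPCR assay that the study reported for PBMC is not read from these arrays, and it also gave higher CPT1A in HF. From the arrays alone, a response of CPT1A to the diet remains a hypothesis. The diets differed in starch, fiber and lipid at once, so such a response could not be assigned to fat alone.

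The 2 CPT1A probes on DQ314726 were well above background on all 42 arrays, so dim signal does not account for their lack of a diet difference. Within diets their values followed each other across birds (Pearson r = 0.77, Spearman rho 0.74, r = 0.69 without the 2 farthest birds, 0.63 in HF, 0.88 in LF, adjusted permutation p 1.67e-05 in a family of 5 relations). They did not follow the mean of the 5 changed probes (r = -0.23 and -0.03, rho -0.02 and 0.13, r = 0.03 and 0.13 without the 2 farthest birds, 0.19 and 0.33 in HF, -0.43 and -0.29 in LF, adjusted permutation p 0.186 and 0.845). Their sequences hold 65.0% and 55.0% G and C, against 35.0% to 40.0% in the 5 changed probes. A candidate explanation is that they read another transcript, such as that of a related gene, and averaging them with the rest would then understate the change. Their sequences were not placed on a genome here.

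The 2 probes without a gene name did follow the mean of the 5 CPT1A probes within diets. For A_87_P014939 r was 0.66 (rho 0.69, r = 0.68 without the 2 farthest birds, 0.82 in HF, 0.58 in LF) and for seq_RIGG13709 it was 0.85 (rho 0.79, r = 0.82 without the 2 farthest birds, 0.76 in HF, 0.91 in LF), each with an adjusted permutation p of 1.67e-05. Both may read the CPT1A transcript, which would leave 1 gene behind the 7 calls.

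LF bird 1 differed from the other birds by over 5 SD at 5696 expressed probes, 2505 lower and 3191 higher, against at most 63 in any other bird. Its array was not unusual in brightness, since 3 arrays as dim or dimmer lay at 0.04 to 0.11 on the second component, and its slide does not account for it, since the 6 other arrays there lay between -0.14 and -0.009. Probe GC content held 13.7% of the variance of its deviation across probes, too little to be the whole cause. Of the 6 marker lists, 3 lay outside the range of the other birds. T cells, B cells and thrombocytes were all higher (2.83, 0.69 and 5.78, against at most 2.69, 0.24 and 5.14), so another mix of blood cells may take part, although no list was lower. The W-linked gene HINTW, measured by 6 probes, lay 1.91 above the median bird on the log2 scale, against -0.87 to 0.64 in the others. Probes on chromosome Z lay 0.76 below autosomal probes on the log2 scale (a value of -0.76, against -0.15 to 0.12 in the others). The autosomes of this bird were themselves uneven, from -0.56 on chromosome 2 to 1.18 on chromosome 16, and GC-rich probes were raised. At matched GC content chromosome Z lay at -0.48, below each of the 28 autosomes (lowest -0.33) and outside the range of the other birds (-0.05 to 0.09). This is consistent with RNA of a female bird under a male label, a hypothesis that the distance to chromosome 2 leaves open. It would not by itself account for the 3668 far probes on autosomes. The 7 probes past the threshold between diets do not rest on this bird. The B cell difference partly does, at -0.07 without it.

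A set of 46 probes, with 23 gene names among them, split the birds into 2 separate levels, with at least 8 birds on each side and at least 90% of the variance between the levels. The search covered 48813 probes well above background on at least 8 arrays and was widened from the expressed probes after a first look. Among as many simulated normal values, 0 did so. The median gap between the levels was 2.19 on the log2 scale and the largest 6.88, for SH3TC1, at which 11 HF and 10 LF birds were high. These gaps are lower bounds where the low side was not above background. The levels followed diet at 0 probes after adjustment (Fisher's exact test, 2 before adjustment, smallest adjusted p 0.383) and slide at 0 probes. For 21 of the probes faulty single spots do not account for the levels, because another such probe divided at least 40 of 42 birds alike or as a mirror image, while 0 pairs did so in any of 1000 shuffles of the birds. All 12 pairs that share a gene name were among these. The other 25 probes had no such second probe, so for them faulty spots stay open. The line of the birds was not used here, and no biological explanation was tested. Sequence or copy number differences between birds may give such levels where the spots are sound.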
